# Discovering Myeloid Cell Heterogeneity in Mandibular Bone – Cell by Cell Analysis

**DOI:** 10.3389/fphys.2021.731549

**Published:** 2021-09-30

**Authors:** Kyu Hwan Kwack, Natalie A. Lamb, Jonathan E. Bard, Elliot D. Kramer, Lixia Zhang, Scott I. Abrams, Keith L. Kirkwood

**Keywords:** hematopoietic progenitor cell (HPCs), myeloid cell, transcriptome, bone marrow, cellular microenvironment, mandible

## Abstract

The myeloid-derived bone marrow progenitor populations from different anatomical locations are known to have diverse osteoclastogenesis potential. Specifically, myeloid progenitors from the tibia and femur have increased osteoclast differentiation potential compared to myeloid progenitors from the alveolar process. In this study, we explored the differences in the myeloid lineage progenitor cell populations in alveolar (mandibular) bone versus long (femur) bone using flow cytometry and high-throughput single cell RNA sequencing (scRNA-seq) to provide a comprehensive transcriptional landscape. Results indicate that mandibular bone marrow-derived cells exhibit consistent deficits in myeloid differentiation, including significantly fewer myeloid-derived suppressor cell (MDSC)-like populations (CD11b^+^Ly6C^+^, CD11b^+^Ly6G^+^), as well as macrophages (CD11b^+^F4/80^+^). Although significantly fewer in number, MDSCs from mandibular bone exhibited increased immunosuppressive activity compared to MDSCs isolated from long bone. Using flow cytometry panels specific for bone marrow progenitors, analysis of hematopoietic stem cells showed no defects in mandibular bone marrow in LSK (Lin^–^Sca1^+^cKit^+^) cell and LK (Lin^–^Sca1^–^cKit^+^) cell populations. While there was no significant difference in granulocyte progenitors, the granulocyte-monocyte progenitors and monocyte progenitor population were significantly decreased in the mandibular bone marrow. T-lymphocyte subsets were not significantly different between mandibular and femoral bone, except for CD4^+^CD25^+^Foxp3^+^ regulatory T lymphocytes, which were significantly increased in the mandible. In addition, B lymphocytes were significantly increased in mandible. Single cell RNA sequencing from mandible and femur BM revealed distinct differences in transcriptomic profiles in myeloid populations establishing previously unappreciated aspects of mandibular bone marrow populations. These analyses reveal site-specific differences in the myeloid progenitor cellular composition and transcriptional programs providing a deeper appreciation of the complex differences in myeloid cell heterogeneity from different anatomical bone marrow sites.

## Introduction

Bone mass and shape is continuously adapting to variations in load caused by physical activity, mechanical force, hormones, nutrients, and several additional osteotropic signaling molecules. The adult skeleton is a highly specialized and dynamic organ that undergoes a constant and cyclic bone remodeling process where old bone is removed by bone resorption followed by new bone formation – a process essential for skeleton health maintenance. This sequential process requires bone-forming osteoblasts and bone-resorbing osteoclasts, which in the case of osteoclasts demand a constant pool of progenitor populations. Currently, it has been appreciated that these the bone marrow progenitor cells not only differ depending on anatomic location, but also these progenitor cells respond differently to biological signals (Faloni et al., 2011). Thus, understanding bone marrow progenitor cellular populations may provide new insights into their site-specific function.

Alveolar bone differs morphologically and functionally from another skeletal bones. The adult alveolar bone remodels more rapidly than any other skeletal bones (Huja et al., 2006). This bone turnover distinction is most likely due to the fact that the alveolar bone arises from the neural crest cells of the neuroectoderm germ layer, not from the mesoderm (Chai and Maxson, 2006). Moreover, bone ossification is different in the alveolar process compared to other bones, which proceeds by intramembranous rather than endochondral ossification (Karaplis, 2002). In addition, occlusal stress stimulation and tooth-derived inflammatory responses, which exist only in the alveolar bone, affects metabolism as well as remodeling (Huja et al., 2006; Gruber, 2019; Lerner et al., 2019; Connizzo et al., 2021). The clinical significance of these differences can be appreciated from skeletal diseases that have a greater predilection for the alveolar bone, including hyperparathyroid jaw tumor syndrome, cherubism and osteonecrosis associated with anti-resorptive therapeutics, including bisphosphonates (Ueki et al., 2001; Simonds et al., 2002; Ruggiero et al., 2004). Likewise, there are conditions in which the skeletal bone is affected more than the alveolar process. In the case of malnutrition and ovariectomy, mandibular bone decreases bone mineral density in the trabecular compartment at a lower rate than what is observed in the tibia (Mavropoulos et al., 2007). Additional differences have been observed osteogenic potential where alveolar-derived bone marrow stromal cells or mesenchymal stem cells show exhibit higher osteogenic potential compared to other skeletal bones (Matsubara et al., 2005; Akintoye et al., 2006; Aghaloo et al., 2010; Damek-Poprawa et al., 2010; Yamaza et al., 2011). Thus, fundamental differences exist between mandibular bone and other long bones leading to different physiological and pathological responses and clinical presentations. Consequently, due to the specificity of the mandibular bone and the ease of access cells from long bone versus mandibular bone, there is a relative paucity of data focused on cellular differences between mandibular/oral and long bone.

The bone marrow derived cellular populations that play a major role in bone remodeling are osteoblasts that help generate a mineralized matrix and osteoclasts that resorb this matrix (Crockett et al., 2011). The osteoclastogenic populations are derived with the hematopoietic progenitor stem cell lineage. However, the myeloid progenitor cells are osteoclastogenic precursors that differentiate into highly diverse populations. Mononuclear myeloid cells include monocytes as well as macrophages, dendritic cells (DC) and osteoclasts that terminally differentiate in tissues under physiologic and inflammatory conditions alike. Granulocytic myeloid cells contain populations of eosinophils, basophils, polymorphic nuclear neutrophils, and mast cells. The proliferation and differentiation of myeloid progenitor cells in the bone marrow is strictly controlled according to the physiological and pathological conditions. Hematopoietic stem cells (HSCs) reside in the bone marrow, maintaining a pool of pluripotent stem cells through self-renewal, or progenitor cellular populations capable of differentiation into committed lineages (Seita and Weissman, 2010). The HSC population can be identified based on expression of cell surface markers. Accordingly, HSC/progenitor cells are negative for mature hematopoietic markers (Lineage markers) and positive for the stem cell markers Sca-1 and c-Kit (Lineage^–^Sca-1^+^c-Kit^+^; LSK) (Challen et al., 2009). The myeloid progenitor population downstream of HSC, can be identified as a Sca-1 negative subset of the lineage negative and c-Kit positive population (Lineage^–^Sca-1^–^c-Kit^+^; LK). This fraction is called hematopoietic progenitor cells (HPCs) and can be further divided into subtypes of common myeloid progenitors (CMPs), megakaryocyte-erythroid progenitors (MEPs), and granulocyte-macrophage progenitors (GMPs). Myeloid-derived suppressor cells (MDSCs) are a heterogenous population of myeloid-cell lineage consisting of precursors of myeloid cells and myeloid-cell progenitors. MDSCs include two relatively well characterized subtypes of monocytic (M)-MDSCs and granulocytic (PMN)-MDSCs. In mice, M-MDSC can be defined as CD11b^+^Ly6G^–^Ly6C^*high*^ and PMN-MDSC as CD11b^+^Ly6G^+^Ly6C^*low*^. These cells have the ability to modulate the innate and adaptive immune response. Under pathologic conditions, the immature myeloid cells (IMCs) generated in the bone marrow are partially blocked from differentiation into mature myeloid cells, resulting in the expansion of the IMC population. And the prolonged and marked expansion of the IMCs lead to the expansion of MDSC population (Gabrilovich and Nagaraj, 2009). Several reports support MDSC plasticity as osteoclast progenitors under various pathological conditions associated with bone destruction (Sawant et al., 2013; Zhang et al., 2015; Kirkwood et al., 2018). Therefore, to study whether the specificity of mandibular bone is due to the heterogeneity of bone marrow cells, it is necessary to explore not only the populations of lineage committed bone marrow cells but also their progenitors.

Single cell RNA sequencing (scRNA-seq) provides a comprehensive transcriptional environment for analyzing tissue heterogeneity at the individual cell level and exploring the contribution of various cell subtypes to physiological function. To date, there are no studies directly comparing the transcriptomic landscape between mandibular and long bone marrow. In this study, we analyzed the heterogeneity of myeloid cells in the mandibular bone and the femur by performing flow cytometry and scRNA-seq. We have found that not only these progenitor cells, but also myeloid cells have distinct transcriptomic profiles.

## Materials and Methods

### Animals

Animal maintenance and experimental protocols were conducted under an approved Institutional Animal Care and Use Committee protocol from the University at Buffalo using ARRIVE guidelines. Male C57BL/6J mice were purchased from The Jackson Laboratory (Bar Harbor, ME, United States) at 12 weeks of age. All animals were housed in an environment-controlled conditions of 22 ± 2°C, 40–70% humidity with a light/dark cycle of 12 h.

### Bone Marrow Cell Isolation

Soft tissue was dissected from 3-month-old C57BL/6 mouse femurs and mandibles. Long-bone BM cells were flushed from the femurs with RPMI 1640 (Corning Inc., Corning, NY, United States) medium. To obtain the bone marrow cells from mandible, cut the anterior bone along the mental foramen at the mesial of the first molar. Mandibular ramus, including the angular, condylar and coronoid process, was removed along the distal edge of the third molar on the distal side to expose the bone marrow cavity. Bones were then placed in 1.5 ml microfuge tubes supported by 0.5 ml microfuge tube inserts with a lower hole, and centrifuge at 8,000 rpm for 10 min. The bone marrow pellet was resuspended 5 ml of RPMI 1640 culture medium. A single cell suspension was obtained by passing 18-, 21-, and 25-gauge needles in sequence.

### Flow Cytometry Analysis

The isolated bone marrow cells were depleted of red blood cells using RBC lysis buffer (Gibco, Invitrogen, United States) and filtered through 70 μm nylon membrane (BD) to make a single cell suspension. Cells were suspended in staining buffer (dPBS + 0.5% BSA + 2 mM EDTA) and treated with Mouse Fc block (BD Biosciences). To characterize the phenotype of bone marrow cells, we stained for various anti-mouse: anti-Ly6C FITC (REA 796), anti-Ly6G PE (REA 526), anti-F4/80 PE-Vio770 (REA 126), anti-CD11b APC (M1/70 15.11.5), anti-CD4-Vioblue (REA 604), anti-CD8-APC-Vio770 (REA 601), anti-CD25-PE-Vio770 (7D4), anti-Foxp3-PE (REA 788), anti-CD19-FITC (6D5), anti-NK1.1-PE (PK136), anti-CD11c-APC (REA 754). Intracellular staining for Foxp3 was performed using Fixation/Permeabilization Solution Kit (BD Biosciences). Stained cells were collected on MACSQuant System (Miltenyi Biotec) and analyzed with FlowJo software (version 10.6).

For the analysis of bone marrow progenitor cells, the following directly conjugated Abs were used for staining: anti-CD16/32 PerCP-Cy5.5 (clone 93), anti-cKit APC/Fire 750 (2B8), anti-CD150 BV605 (TC15-12F12.2), anti-Ly6C Ax700 (HK1.4), anti-Sca1 PECy7 (D7), anti-Flit3 PE (A2F10), anti-CD115 APC (AFS98), anti-Lineage Cocktail Pacific Blue (17A2; RB69C5; RA36B2; Ter119; M1/70), anti-CD105 PeCy5 (MJ7/18). Stained samples were then treated with DAPI (Thermo Fisher Scientific) for dead cell exclusion. Samples were acquired on the LSR II flow cytometer (BD Biosciences) via FACSDiva version 6.1.3 software. Data analysis was performed using FCS Express 7.0 following the bone marrow progenitor markers described in Netherby et al. (2017).

### T Cell Proliferation Assay

Monocytic-Myeloid-derived suppressor cells were isolated from the femur/mandible bone marrow using the Myeloid-Derived Suppressor Cell Isolation Kit (Miltenyi Biotec) according to the manufacturer’s instruction. Total T cells were separated from the spleen using the CD3ε MicroBead Kit (Miltenyi Biotec) accordance of the manufacturer’s protocol. Isolated T cells were labeled with CTV (Invitrogen) and plated in a round-bottom 96-well plate at the density of 2 × 10^5^ cells/well. The plated T cells were activated by CD3/CD28 (Thermo Fisher Scientific), and co-cultured with the isolated M-MDSCs. After 3 days, the cells were collected, treated with Fc block and stained with antibodies as follows: CD3-APC (REA641, Miltenyi), CD4-pE-cy7 (GK1.5, eBioscience), and CD8-APC-cy7 (REA601, Miltenyi). Data were collected on MACSQuant System (Miltenyi Biotec) and analyzed with FlowJo 10.6 software.

### Single-Cell RNA Sequencing

For detailed scRNA-seq characterization, bone marrow cells isolated from the femur and mandible of the same mouse were obtained and used in these analyses. Cell suspensions were sequenced on the 10x genomics chromium platform. Following library preparation according to manufacturer protocol, libraries were loaded on an Illumina NextSeq in high-output mode, with a general target of 30,000 reads per cell to provide for sufficient depth and transcriptomic saturation. Post sequencing, the data was demultiplexed and provided as input into the 10X Genomics Cell Ranger pipeline (version 5), which quantified the transcriptomic profile of each cell against a reference genome. Sequence saturation, barcodes detected per cell, percent of transcripts in cell, and general alignment statistics were evaluated for quality. Cell Ranger matrix files were then used as input into the R Bioconductor package Seurat version 4 (Stuart et al., 2019).

Mapping rates to the mouse reference genome were above 95% for both samples. Approximately 16,140 cells from the femur and 14,338 cells from the mandible were sequenced. Cells with outlier-status, abnormal gene detection rates (<200 and >6,000), and high mitochondrial transcript load (>15%), which is an indicator of cellular stress, were filtered from the analysis (Supplementary Figure 1). 

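Barcodes below 200 genes were mostly erythroid in the mBM library: 3397 of them were removed there, with a median of 94.4% haemoglobin UMIs, the profile of late red-cell precursors that carry little other RNA. In 3356 of these mBM barcodes haemoglobin made up more than 50% of UMIs. The fBM library lost 629 such barcodes, of which 437 were mostly haemoglobin. Mitochondrial load above 15%, a sign of damaged cells, removed 789 and 346 barcodes from fBM and mBM, and more than 6000 genes removed 46 and 5. After these filters 14870 fBM cells (92.1%) and 10629 mBM cells (74.1%) remained, with medians of 3420.5 and 3493 UMIs per cell. These erythroid barcodes thus count neither as erythroblasts nor in the total of cells, and the mBM library lost more of them.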

After filtering, the data underwent Seurat normalization, followed by principal component analysis (PCA) and Uniform Manifold Approximation and Projection (UMAP) dimensionality reduction, and the construction of a Shared Nearest Neighbor (SNN) graph to cluster cells with similar transcriptomic profiles.

### Cluster Generation and Labeling

Both samples (femur and mandible) were integrated and run through the Seurat pipeline for guided clustering, identifying 19 distinct clusters. Clusters were first annotated through an automated platform for identifying cell types called scCATCH (Shao et al., 2020). scCATCH provided a foundation for identifying cell types, followed by manual review of marker gene on each individual cluster. To identify cell-types of interest that exist as smaller populations within the total bone marrow, individual clusters were isolated, and subjected to further sub clustering. Two initial myeloid populations were identified, which through manual review of expressed markers, were annotated into the populations of GMPs, CMPs, MEPs, and mesenchymal stem cells in total bone marrow.

### M-MDSC and PMN-MDSC Composite Score Analysis

Due to the low frequency of MDSCs in bone marrow, particularly under wildtype conditions, a composite gene scoring approach was utilized to define both M-MDSCs and PMN-MDSCs. Gene panels from M-MDSC and PMN-MDSC transcriptomic signatures previously determined through scRNA-seq were used to define these cell types (Alshetaiwi et al., 2020). To identify M-MDSCs, which are even more scarce in total bone marrow. The M-MDSC population was defined as the monocytic cluster with the highest expression of the M-MDSC gene panel (*Cxcr2, S100a9, S100a8, Ifitm1, Lrg1, Stfa2l1, Retnlg, Il1b, BC100530*, and *Gm5483*). PMN-MDSCs show similar gene expression profiles to neutrophils and thus the two cell types are grouped together in UMAP (Alshetaiwi et al., 2020). To identify PMN-MDSCs, the neutrophil cluster was subset and new clusters were then called. The PMN-MDSC cluster was identified based on expression of the PMN-MDSC gene panel (*Cd84, Ctsd, Arg2, Pla2g7, Il1b, Clec4e, Il1f9, Junb, Wfdc17, Clec4d, BC100530, Ifitm1, Dusp1, Socs3, Ccl6, Srgn*, and *Cxcr2*).

### Statistical Analysis

Flow cytometry experiments were analyzed using GraphPad Prism 8.4 (GraphPad Software Inc., La Jolla, CA, United States) with two-tailed unpaired Student’s *t* test. For scRNA-Seq, per-cell gene expression measurements were log normalized using a scale factor of 10,000 using the Seurat function NormalizeData. Cluster-to-cluster differential expression testing was preformed using the Wilcoxon Rank Sum test, using Seurat’s FindMarkers and FindAllMarkers functions requiring at least a 0.25 log2 fold change and minimum cluster participation of 10%. Heatmap and DotPlot visualization utilized Seurat’s data scaling function, centering mean gene expression values to 0 per-cell and scaling the expression of each gene per-cell to equal variance of 1.

## Results

### Mandibular Bone Marrow-Derived Cells Exhibit Consistent Deficits in Myeloid Differentiation

To determine whether the mandibular bone marrow-derived cells (mBM) differ from the femoral bone marrow-derived cells (fBM), we first confirmed the myeloid population in each bone marrow cell by flow cytometry (Figure 1A). The frequency of M-MDSC (CD11b^+^Ly6G^–^Ly6C^*high*^), PMN-MDSC (CD11b^+^Ly6G^+^Ly6C^*low*^), and macrophage (CD11b^+^F4/80^+^) were consistently lower in mandibular bone marrow-derived cells (Figure 1A). Next, we performed a T cell proliferation assay to confirm MDSC functional phenotype (Bronte et al., 2016). As shown in Figure 1B, both MDSCs isolated from fBM and mBM showed the ability to inhibit T cell proliferation, confirming that they were genuine MDSCs. Unexpectedly, although the percentage of MDSC in mBM was lower than that of fBM, MDSCs from the mandible exhibited a much greater capacity to inhibit both CD4^+^ and CD8^+^ T cellular proliferation (Figure 1B).

**FIGURE 1:**
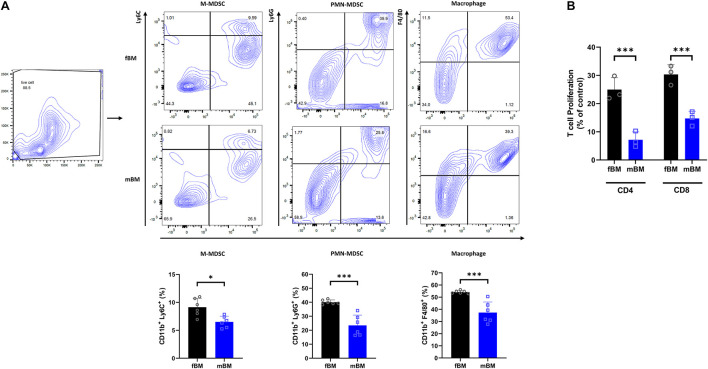
Myeloid population of mBM exhibits consistent deficits compared to fBM. **(A)** Gating strategy (Top) and calculated frequencies (Bottom) of immune cell population from fBM and mBM by flow cytometry. **(B)** T cell proliferation assay of MDSCs isolated from fBM and mBM. The graph of the statistical analyses is presented. Unpaired *t* test; data are presented as mean ± SEM of value from four independent experiments from fBM and mBM, ^∗^*P* < 0.05, ^∗∗∗^*P* < 0.001.

### Monocyte Progenitors Are Significantly Reduced in Mandibular Bone Marrow

Next, flow cytometry was employed using an antibody panels specific to bone marrow progenitor populations to determine the difference in the composition of the direct antecedents to differentiated myeloid cell populations. A schematic diagram of the mouse HSC hierarchy is shown to facilitate data presentation (Figure 2A). The LSK (Lin^–^Sca1^+^cKit^+^) and LK (Lin^–^Sca1^–^cKit^+^) populations showed no overall significant difference between fBM and mBM (Figure 2B). The total GMP subset of LK cells contains both the lineage committed granulocyte and monocyte progenitors, as well as their still oligopotent-GMP parent population (Yanez et al., 2015). This oligopotent-GMP is the bifurcation point between granulocytic and monocytic differentiation. Although there was no significant difference in the LK population as a whole, there was a significant decrease in total GMPs and an increase in CMP in the mBM compared to the fBM (Figure 2C). To further explore the difference in total GMPs, we next checked the relative frequencies of the distinct populations downstream of the total GMP. As shown in Figure 2D, MPs significantly decreased in mBM while GPs and oligopotent GMPs were unaffected. Thus, the decrease in MPs seen in mBM appears to account for most of the observed reduction in the classically defined total GMP population. To reflect further on how the total GMP response to the monocytic lineage was skewed in mBM, the ratio of GPs to MPs was calculated, which significantly increased in mBM compared to fBM (Figure 2D). Collectively, these data indicate that the decrease in total GMPs was mainly due to the reduction of the MP subsets, revealing an early instance of myelopoietic deregulation within the mBM monocytic lineage.

**FIGURE 2:**
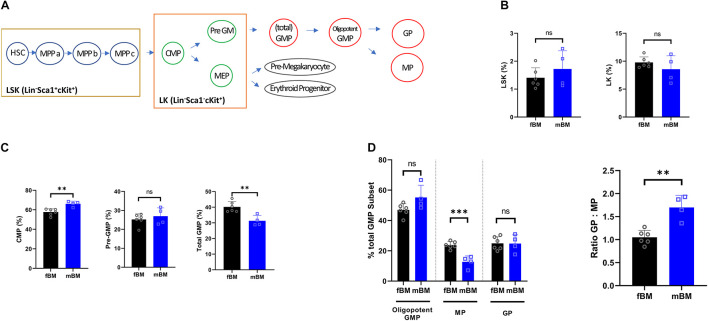
Myeloid progenitors show a decrease in the total GMP population in mandibular bone. **(A)** Schematic view for mouse HSC hierarchy. **(B)** Percentages of LSK (Lin^–^Sca1^+^cKit^+^) or LK fractions (Lin^–^Sca1^–^cKit^+^) from the bone marrow of same subject-matched fBM and mBM. **(C)** Calculated frequencies of CMPs, Pre-GMPs, and total GMPs from bone marrow of same subject-matched fBM and mBM. **(D)** Percentage of GPs, MPs and oligopotent GMPs within the total GMP population (Left). Ratio of GP to MP in fBM and mBM (Right). Unpaired *t* test; data are presented as mean ± SEM of value from four independent experiments from fBM and mBM, ^∗∗^*P* < 0.01, ^∗∗∗^*P* < 0.001.

### Regulatory T Cells and B Cells Appear Significantly More in Mandibular Bone Marrow-Derived Cells

We next investigated the lymphocytic and dendritic population (Figure 3). There was no significant difference in CD4^+^ T cells and CD8^+^ T cells, while there was a significant elevation of regulatory T cells in mBM (Figure 3A). In addition, there were no defects in dendritic cells (CD11c^+^CD19^–^) and natural killer (NK) cells (CD11c^–^NK1.1^+^), but B cells (CD11c^–^CD19^+^) were significantly increased in mBM compared to fBM (Figure 3B).

**FIGURE 3:**
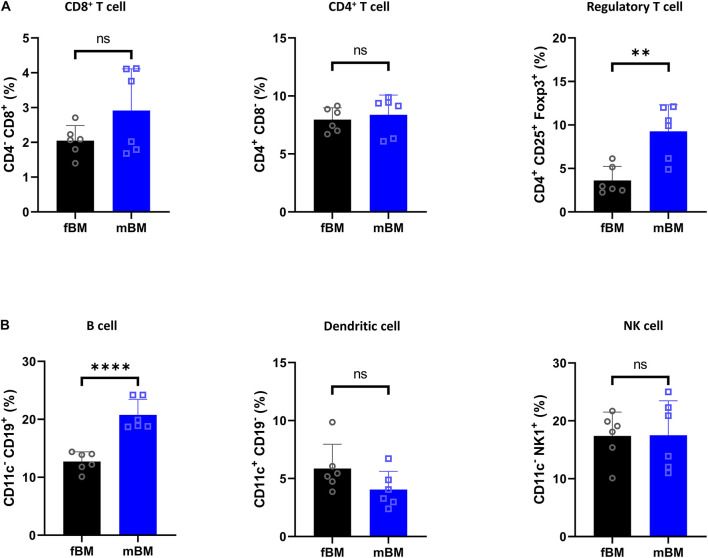
Regulatory T cell and B cells are present in higher proportions in mandibular bone. **(A)** Flow cytometry of T cell subpopulation from fBM and mBM. **(B)** Percentage of B cell, dendritic cell and NK cell from fBM and mBM. Unpaired *t* test; data are presented as mean ± SEM of value from four independent experiments consisting fBM and mBM, ^∗∗^*P* < 0.01, ^****^P < 0.0001.

### Characteristics of Bone Marrow Single Cell Atlas

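Marrow flushed from the femur (fBM) and spun out of the opened mandible (mBM) of 1 male C57BL/6J mouse was profiled as 1 droplet-based 10x Genomics 3′ library per bone, in which each captured transcript is counted once through its unique molecular identifier (UMI). The authors deposited the counts per gene and barcode from Cell Ranger on the mm10 genome, for barcodes called as cells. The fBM library held 16140 barcodes and 88362799 UMIs, and the mBM library 14338 barcodes and 60252837 UMIs. Per barcode the median was 3086 and 3286 UMIs and 1064 and 736 genes in fBM and mBM. Haemoglobin transcripts took 3.71% of all fBM UMIs and 31.5% of all mBM UMIs. Counts were scaled to 10000 per cell and log-transformed, both libraries were integrated on anchors found by canonical correlation analysis of 2000 variable genes, and cells were clustered on a shared-nearest-neighbour graph of 30 components at resolution 0.8. Clusters were named by the marker list whose genes were most raised in them, so each name means a cell like that type. For a comparison between bones, the UMIs of all cells of a class were added up within a library and divided by that class's total, in counts-per-million (CPM). Ratios are mBM over fBM throughout. With 1 library per bone no test between bones is possible, and every confidence interval (CI) covers counting error only: exact binomial for shares of cells and conditional binomial for ratios.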

We performed scRNA-seq to identify cell populations and their transcriptomic signatures in both fBM and mBM. Through manual marker gene analysis, paired with the automated annotation via scCATCH, 19 distinct cell subpopulations were identified in total bone marrow (Figure 4A). 

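Reclustering the filtered cells gave 31 clusters, which fell into neutrophils and their dividing precursors, monocytes, macrophages, conventional and plasmacytoid dendritic cells, pro-B, pre-B and mature B cells, plasma cells, T cells, NK cells, basophils with mast cells, erythroblasts, stromal cells and the CMP, GMP and MEP progenitors. Cluster 14, with 17621 UMIs per cell at the median, held the granulocyte-monocyte progenitors that transcribe the primary granule proteases. A second cluster with the same GMP markers had a median of only 649 UMIs, and one with MEP markers 862, so both were kept apart as low-UMI classes. Clusters 22, 23 and 27 joined markers of unlike cells, and 91.4%, 29.9% and 33.9% of their cells were called doublets, so they were left out of every class. A stromal sub-cluster of 16 mBM cells and no fBM cell held UMIs of *Ambn*, *Enam* and *Krt5*, genes of the enamel organ.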

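*Ccr2* encodes the receptor that draws monocytes out of the marrow toward CCL2, and the marker list that holds it named 3 clusters as monocytes: cluster 6 (950 fBM and 518 mBM cells), cluster 11 (550 and 271) and cluster 21 (136 and 149). Over these clusters *Ccr2* reached 1189.7 CPM in fBM (95% CI 1171–1209) and 1208 CPM in mBM (1179–1237), a difference smaller than counting error. At least 1 *Ccr2* UMI was seen in 93.2% of fBM and 87.3% of mBM monocytes, and after thinning each cell to 500 UMIs, with no cell left out, in 47.0% and 46.7%. In B cells, which lack the receptor, the shares were 1.53% and 0.642%, thinned 0.351% and 0.0988%. Median depth was 5790 and 4452 UMIs in fBM and mBM monocytes and 1838 and 1498 in B cells. *Ccr2* alone does not single out monocytes here, because conventional dendritic cells held 1701 and 1725 CPM and NK cells 563 and 817 CPM.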

Two initial clusters were merged into one monocytic population, based on *Ccr2* expression, in addition to other marker genes (Figure 4B). Cell cycle analysis also informed monocyte cluster annotation (Supplementary Figure 2), as this group contained cells in all three phases of the cell cycle. 

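The dividing monocytes sat in cluster 11, where *Mki67*, a protein of cycling nuclei, reached 510.4 CPM in fBM and 460.2 CPM in mBM, against 47.8 and 45.1 CPM in cluster 6. *Top2a*, needed to separate replicated chromosomes, read 614 and 603 CPM in cluster 11 and 29.5 and 16.7 CPM in cluster 6. With cells thinned to 1000 UMIs, 61.2% of fBM monocytes were called G1, 9.96% S and 28.8% G2M, with 9 cells left out for depth (unthinned 62.5%, 10.8% and 26.7%). The mBM monocytes were called G1 in 67.2%, S in 7.79% and G2M in 25%, with 14 left out (unthinned 67.5%, 8.32% and 24.2%). Across all monocytes 34 of 38 S-phase genes were lower in mBM (median log2 ratio -0.33), with -1.24 for *Dscc1* and -1.07 for *Prim1*. The mix of clusters differed as well: cluster 11 held 550 of 1636 fBM and 271 of 938 mBM monocytes, and within it 26% and 24.0% of cells were called S (unthinned 31.5% and 28.8%, no cell left out). The calls alone do not mark cycling cells: in neutrophils, whose *Mki67* was 29.4 and 26.1 CPM, 32.7% and 30.4% of cells were still called G2M (unthinned 25.9% and 23.7%), with 276 and 244 cells left out.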

With this approach, erythroblasts based on *Hba-a2* expression (Figure 4C) and neutrophils based in *Ly6g* expression (Figure 4D) were defined. 

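*Hba-a2* (chr11:32296489–32297298, mm10), an adult alpha-globin gene, read 52562.9 CPM in fBM erythroblasts and 86342.7 CPM in mBM erythroblasts. Every erythroblast held an *Hba-a2* UMI at full depth, and 99.9% and 99.95% did when thinned to 500 UMIs. The transcript also lay in cells that do not make globin: B cells held 599 and 4664.3 CPM, and 38.7% and 64.8% of them had a UMI (thinned 13.1% and 31.6%). *Ly6g* (chr15:75155240–75159126), which encodes a surface protein of maturing granulocytes, read 1159 CPM in fBM neutrophils and 891 CPM in mBM neutrophils, a ratio of 0.769 (95% CI 0.749–0.789). A *Ly6g* UMI was found in 73.8% of fBM and 67.2% of mBM neutrophils (thinned 33.7% and 27.9%), and in 3.81% and 1.48% of B cells (thinned 0.745% and 0.395%). No cell was lost to thinning, and median depth was 3374 and 2872 UMIs in neutrophils, 2058 and 4735 in erythroblasts and 1838 and 1498 in B cells. *Hba-a2* and its neighbour *Hba-a1* are nearly identical, so their counts are partly interchangeable.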

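*Mpo*, which encodes the myeloperoxidase stored in primary granules, was concentrated in the GMP cluster at 10116.8 CPM in fBM and 7791 CPM in mBM, and every GMP in both bones held a UMI of it (thinned to 500 UMIs, 99.6% and 96.3%). The CMP cluster held 1845 and 1783 CPM, with a UMI in 61.1% and 58.4% of cells (thinned 27.6% and 28.7%). *Mpo* in the MEP cluster was near background at 31.7 and 19.9 CPM, beside 47.7 and 14.4 CPM in B cells. Thinned shares with a *Mpo* UMI were 1.18% and 0.535% in MEPs and 2.19% and 0.790% in B cells (unthinned 25.2% and 10.2% against 8.02% and 2.47%), with no cell left out. *Cd34*, a surface protein of early progenitors, separated the CMP cluster (309 and 296 CPM) from the GMP cluster (54.7 and 46.1 CPM). Median depth was 23062 and 18169 UMIs in GMPs, 11550 and 7218 in CMPs, 19684 and 10993.5 in MEPs and 1838 and 1498 in B cells.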

Myeloid progenitor populations were initially identified by *Mpo* expression (Figure 4E) and then further divided into MEPs, CMPs, and GMPs based on their transcriptomic signature (Paul et al., 2016), paired with scCATCH. Additional markers were used to define and annotate the remaining clusters within the UMAP (Supplementary Figure 3).

**FIGURE 4:**
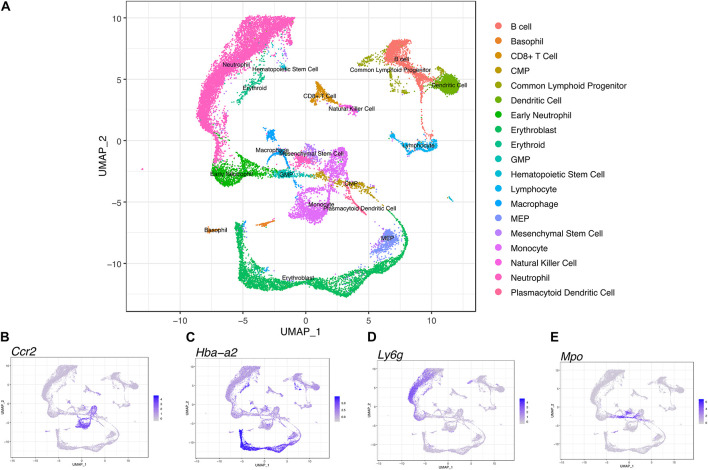
Transcriptional profiling of bone marrow-derived cells reveals a differentiation landscape with 19 distinct cell subpopulations. **(A)** Integrated Seurat analysis of femur and mandible samples from total mouse bone marrow displayed in UMAP. Clusters were annotated based on known marker genes. Feature plots of **(B)** *Ccr2*, **(C)** *Hba-a2*, **(D)** of *Ly6g*, and **(E)** *Mpo* expression shown as representative markers of monocytes, erythroblasts, neutrophils, and myeloid progenitor populations, respectively.

### Comparisons at the Single-Cell Level of Femoral Bone Marrow-Derived Cells and Mandibular Bone Marrow-Derived Cells

To investigate heterogeneity between fBM and mBM at the level of individual cells, in an unbiased manner, we analyzed both cell population and transcriptomic differences between the two samples. There are notable differences between the distribution of femoral and mandibular bone marrow as seen in UMAP (Figure 5A). To accurately compare the differences seen in UMAP, the percentage of each cell population in the fBM and mBM sample were determined (Figure 5B). 

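Erythroblasts, the haemoglobin-filled precursors of red cells, made up 9.58% (95% CI 9.11–10.1%) of fBM and 18.9% (95% CI 18.2–19.7%) of mBM cells. This was the largest difference among the abundant classes, with a ratio of 1.97 (95% CI 1.84–2.11). NK cells formed 0.955% of fBM and 1.45% of mBM cells, a ratio of 1.52 (95% CI 1.19998–1.92) from 142 and 154 cells. The dividing early neutrophils, which fill their granules at this stage, were at 6.70% and 4.85%, a ratio of 0.725 (95% CI 0.650–0.807). T cells (2.28% and 2.32%), MEPs (3.41% and 3.52%), macrophages (1.03% and 1.09%), plasmacytoid dendritic cells (1.37% and 1.204%) and basophils with mast cells (0.854% and 0.790%) differed by less than counting error. The erythroblast difference depends on the filters on cells, since with none of them the log2 ratio was 1.73 in place of 0.98. Erythroblasts are named partly by the haemoglobin genes that also run higher in mBM cells of other classes. In an alternative chosen after the data were seen, those genes were left out of the variable genes, and the log2 ratio was 0.98. They stayed among the markers for naming, so this bears on the clustering and cannot test the naming.

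**Figure D1:**
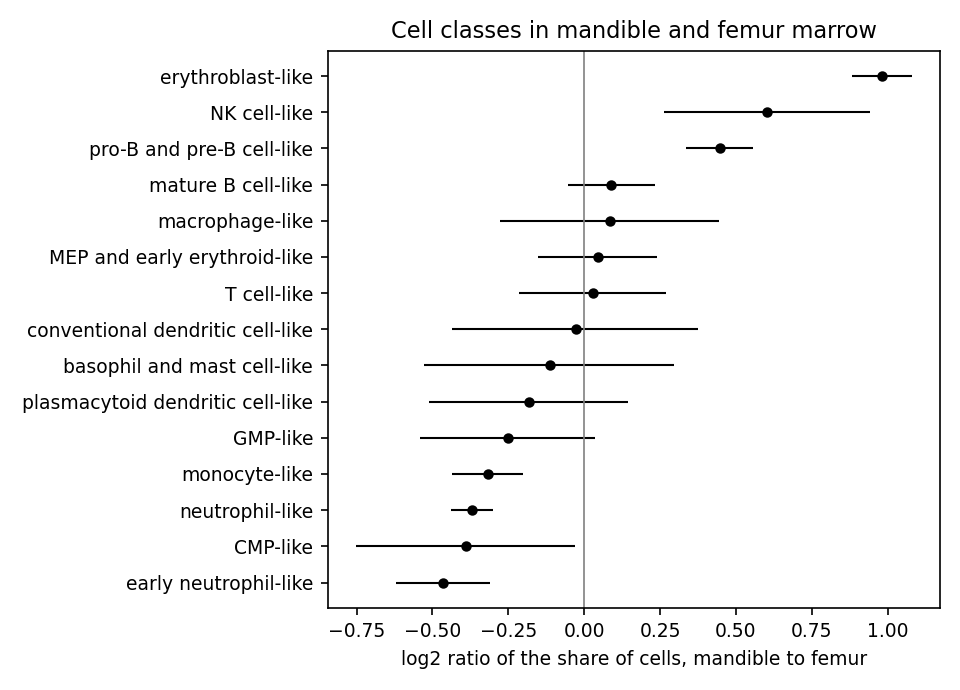
Share of cells per class in mBM over fBM, as a log2 ratio with the 95% interval from cell counts, 1 library per bone; each class is named by its markers and the interval covers counting error only.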

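B-lineage cells, which assemble antibody genes in the marrow before they leave it, formed 15.3% (95% CI 14.8–15.9%) of fBM and 19.1% (95% CI 18.3–19.8%) of mBM cells, a ratio of 1.24 (95% CI 1.17–1.32). The higher share lay in the pro-B and pre-B clusters, at 9.12% and 12.4% with a ratio of 1.36 (95% CI 1.26–1.47). Mature B cells stood at 6.23% and 6.62%, a ratio of 1.06 (95% CI 0.963–1.17). Monocytes made up 11.002% (95% CI 10.5–11.5%) of fBM and 8.82% (95% CI 8.29–9.38%) of mBM cells, a ratio of 0.802 (95% CI 0.739–0.870). The monocyte clusters differed in direction, with cluster 6 at 6.39% and 4.87%, the dividing cluster 11 at 3.70% and 2.55%, but cluster 21, with the non-classical genes *Ace* and *Cd300e*, at 0.915% and 1.402%. Neutrophils, the most abundant class, made up 32.7% (95% CI 32.0–33.5%) and 25.3% (95% CI 24.5–26.2%), a ratio of 0.774 (95% CI 0.738–0.811). Among non-erythroid cells alone the shares were 18.3% and 25.6% for B cells, 13.1% and 11.8% for monocytes and 39.1% and 34.0% for neutrophils, so the monocyte and neutrophil shares lay closer together once erythroid cells were left out. With no filter on cells the log2 ratio was 0.02 for B cells, -0.65 for monocytes and -0.70 for neutrophils, against 0.31, -0.32 and -0.37 with the filters. With called doublets removed monocytes were 6.93% of fBM and 6.00% of mBM cells. Called doublets were only 10.2% of fBM and 6.72% of mBM monocytes. In that setting 4.42% of fBM and 3.09% of mBM cells lay in clusters left unnamed, against 0% in the main setting. The lower monocyte shares therefore do not measure doublets alone.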

As shown by flow cytometry, B cells were increased in the mBM, while monocytes and neutrophils were decreased in the mBM (Figure 5B). However, contrary to the flow cytometry results, the total number of CMP populations reduced in the mouse mBM compared to the fBM (Figure 5B). 

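The CMP class, named for progenitors upstream of both the granulocyte-monocyte and the megakaryocyte-erythroid branch, numbered 185 cells in fBM and 101 in mBM. It is a mixed class of progenitor sub-clusters. Sub-cluster 2 held *Cd34*, *Cpa3* and *Flt3* (66 fBM and 33 mBM cells), and sub-cluster 3 *Ly6a*, *Hlf* and *Dntt* (55 and 39). Sub-cluster 4 held *Pf4*, *Itga2b* and *Gp1bb* (64 and 29). The class made up 1.24% (95% CI 1.07–1.44%) of fBM cells and 0.9502% (95% CI 0.775–1.15%) of mBM cells. The ratio was 0.764 (95% CI 0.593–0.979), its interval just short of 1. GMPs, the next stage toward neutrophils and monocytes, numbered 268 and 161, or 1.80% and 1.51% of cells, and their ratio of 0.840 (95% CI 0.687–1.03) was within counting error of 1. Counted among non-erythroid cells, CMPs were 1.49% and 1.28% and GMPs 2.15% and 2.03%. The low-UMI cells with GMP markers, not counted as GMPs, were a further 3.96% of fBM and 2.18% of mBM cells. The CMP interval included no difference with 20 components, with stricter cell filters and with the non-erythroid denominator, and the GMP interval excluded it with 20 components, without integration, with no filter on cells and, in an alternative chosen after the data were seen, with barcodes present in both libraries removed.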

To examine the CMP and GMP population in more detail, transcriptomic differences were examined (Figure 6). As a result of flow cytometry analysis showed differences in the distribution of CMP and GMP populations, CMP and GMP populations also revealed nuanced transcriptomic differences at the single cell level (Figure 6).

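In GMPs the primary granule list was lower in mBM. It holds genes for the proteases and peroxidase that arm future neutrophils, but also other genes such as *Hp* and *Serpinb1a*. Of its genes 8 of 8 were below fBM, and their median log2 ratio of -0.42 (all genes 0.08) lay at percentile 0.23 of 10000 random lists of like expression. *Ctsg* (chr14:56099881–56102574), the cathepsin G gene and like *Elane* a marker by which the cluster was named, read 4309.7 and 1897 CPM in fBM and mBM, a ratio of 0.440 (95% CI 0.428–0.453). *Elane* (chr10:79886247–79888215) had a ratio of 0.730 (95% CI 0.720–0.740) and the haptoglobin gene *Hp* 0.639 (95% CI 0.597–0.684). The secondary and tertiary granule genes, switched on later, were less lowered as a list (7 of 10 below fBM, median -0.18, percentile 4.81), from -2.03 for *Mmp8* to 0.25 for *Camp*. In CMPs 7 of 8 primary granule genes were lower (median -0.51) and 7 of 9 secondary and tertiary ones (median -1.11, percentile 0), led by *Chil3* at -1.89 and *Camp* at -1.73. *Car1*, a carbonic anhydrase gene of erythroid-primed progenitors, had 278 and 15 UMIs in fBM and mBM CMPs, a ratio of 0.131 (95% CI 0.0722–0.219). *Pim1*, a kinase gene induced by cytokine receptors, was higher in mBM CMPs, with a ratio of 2.48 (95% CI 2.08–2.95), and so was *Dntt*, which marks lymphoid priming, at 2.17 (95% CI 1.84–2.56). The CMP sub-cluster led by *Dntt* held 55 of 185 fBM and 39 of 101 mBM CMPs, and the one with *Pf4* and *Car1* 64 and 29. The eosinophil gene *Prg2* was higher in mBM CMPs as well, but 1 cell held 50.1% of its UMIs, and the ratio of 11.01 was 5.49 without that cell. Among the genes of Fig. 6B, which the study picked on these same samples, 17 of 31 were higher in mBM CMPs and 12 of 27 in mBM GMPs. Summed haemoglobin UMIs had a ratio of 9.07 (95% CI 8.91–9.24) in GMPs and 6.52 (6.36–6.68) in CMPs, but the median per cell was higher in mBM for every class shown, with 8.5 and 32 in GMPs and 3 and 8 in B cells, which make no haemoglobin. B cells held fewer granule UMIs in mBM too. Their primary granule list read 548 and 283 CPM in fBM and mBM, far below the 37399.1 and 27780.1 CPM of GMPs, but their secondary and tertiary list, at 3885 and 2669.8 CPM, was not far from the 5741 and 2598 CPM of CMPs.

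**Figure D2:**
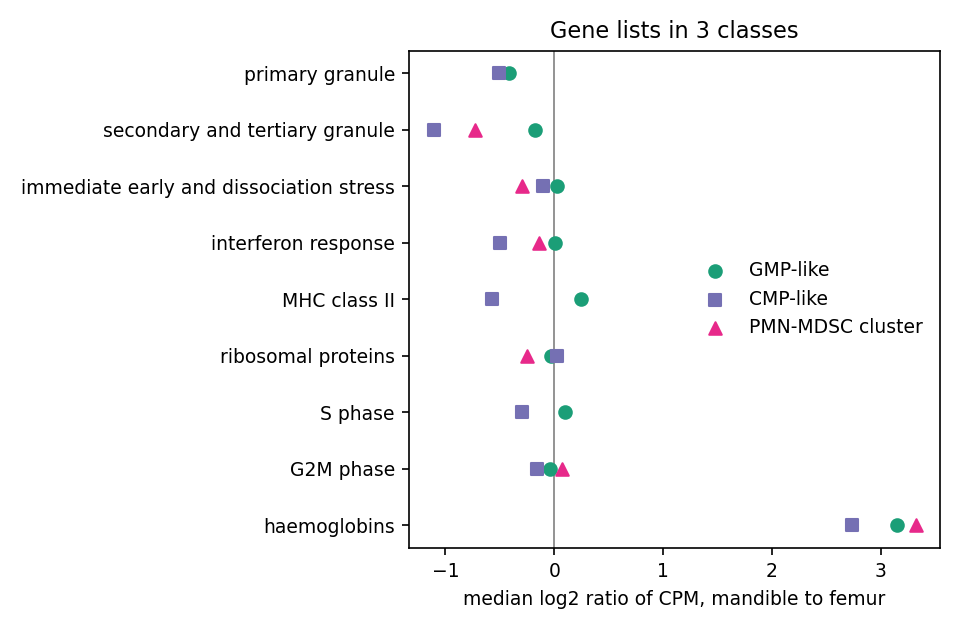
Median log2 ratio of CPM in mBM over fBM for gene lists in GMP-like cells, CMP-like cells and the PMN-MDSC-like cluster, from UMIs added up over the cells of each class, with 1 library per bone and no thinning.

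**Figure D3:**
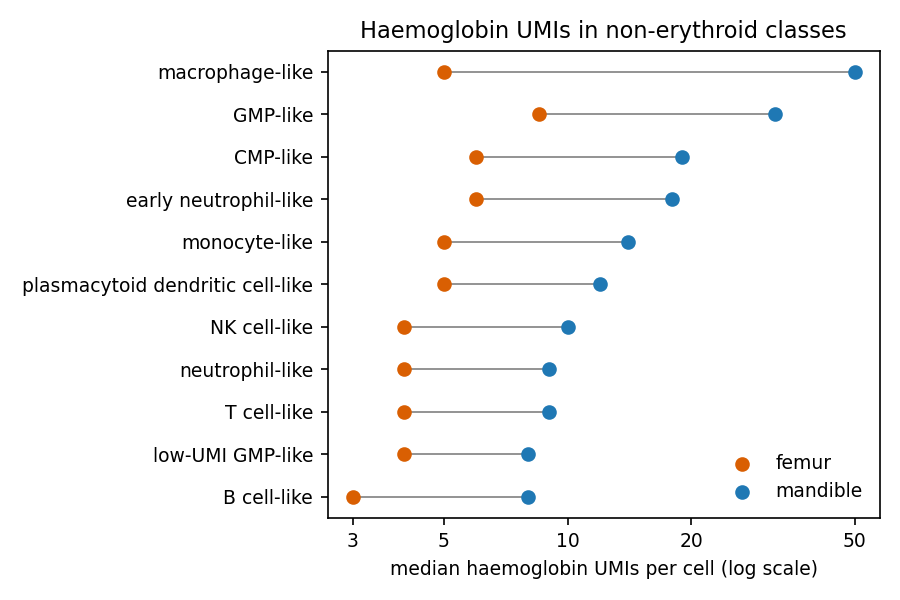
Median haemoglobin UMIs per cell in classes that are not erythroid, for fBM and mBM, with 1 library per bone and no thinning.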

**FIGURE 5:**
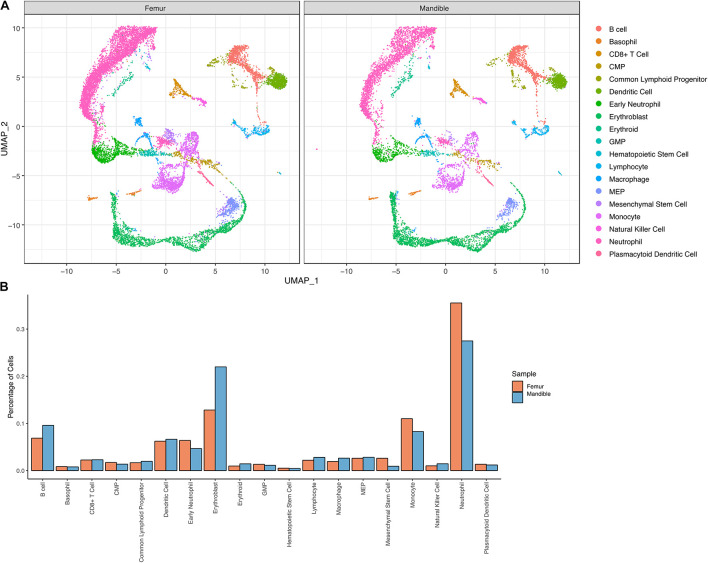
Transcriptional profiling of bone marrow-derived cells reveals slightly distinct differentiation landscapes in fBM and mBM. **(A)** UMAP of femur and mandible samples displayed individually. **(B)** The percentage of cells in each annotated cluster for both the femur (orange) and mandible (blue), plotted as a percentage of total cells sequenced in each sample.

**FIGURE 6:**
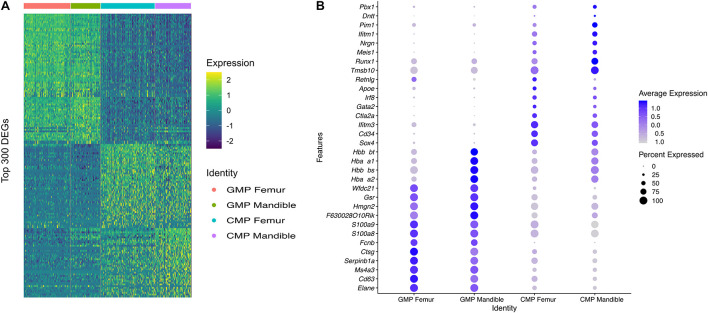
CMP and GMP populations show transcriptomic differences in fBM and mBM. **(A)** Heatmap of the topmost differentially expressed genes in both CMP and GMP populations, as well as between fBM and mBM. **(B)** DotPlot showing the top genes that are differentially expressed between the femur and the mandible in both CMP and GMP populations.

### Comparative Analysis of Heterogeneity Between Mandible and Femur Myeloid-Derived Suppressor Cells

Although we have provided an overall atlas of the immune cell, there may be limitations in detailing the sub-clusters of each immune cell. To further identify M-MDSCs, we first selected and displayed *Ccr2*-expressing monocyte clusters in UMAP (Figure 7A). The monocyte population was then further divided into nine distinct sub-clusters (Figure 7B) and cluster 7 was identified as the M-MDSC population based on expression of an M-MDSC specific gene panel (Figure 7C). 

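Monocytes split into 12 sub-clusters here, and the panel of 10 M-MDSC genes, headed by the neutrophil alarmin genes *S100a8* and *S100a9* and the chemokine receptor gene *Cxcr2*, was highest in sub-cluster 8 at a mean score of 1.47, with 0.669 in the next, sub-cluster 4. The genes that set sub-cluster 8 apart from other monocytes were those of maturing neutrophils, *Ly6g*, *Ltf*, *Ngp*, *Lcn2* and *Camp* among them. Sub-cluster 8 held 66 cells of fBM and 33 of mBM, 4.03% (95% CI 3.13–5.10%) and 3.52% (2.43–4.91%) of monocytes. The ratio of these shares was 0.872 (95% CI 0.556–1.34), so no difference was detectable at this depth and with these settings. The other sub-clusters held interferon-response genes (sub-cluster 6), MHC class II genes (5), the non-classical monocyte genes *Ace* and *Cd300e* (4) and cell-cycle genes (3 and 7). Counted among the monocytes too were sub-clusters 9, with erythroid genes and 56.1% called doublets, 10, with B cell genes and 98.1%, and 11, with plasmacytoid dendritic cell genes. Over all monocytes the panel scored 0.468 (SD 0.487 across cells) in fBM and 0.274 (0.384) in mBM after thinning to 500 UMIs with no cell left out, and 0.684 and 0.466 unthinned. The panel genes were lower in B cells as well (9 of 9 measured, median log2 ratio -0.75), close to the -0.87 of all monocytes. Without *S100a8* and *S100a9* the difference in the thinned score was -0.03 in place of -0.194. Of the cells in sub-cluster 8, 71.2% in fBM and 48.5% in mBM were called doublets, against 7.64% and 5.19% of other monocytes, and the log2 ratio of its share was -0.20. By the limit of 25% called doublets sub-cluster 8 counts as mixed. It was kept as the M-MDSC-like group because the paper takes the monocytic cluster highest in the panel. With doublets removed before clustering the sub-cluster highest in the panel was another group, 122 fBM and 144 mBM cells with a mean score of only 0.610, and the log2 ratio of that group's share was 0.88. Without integration the group highest in the panel had 71 fBM and 72 mBM cells, and the log2 ratio of its share was 0.82, with an interval that excluded no difference.

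**Figure D4:**
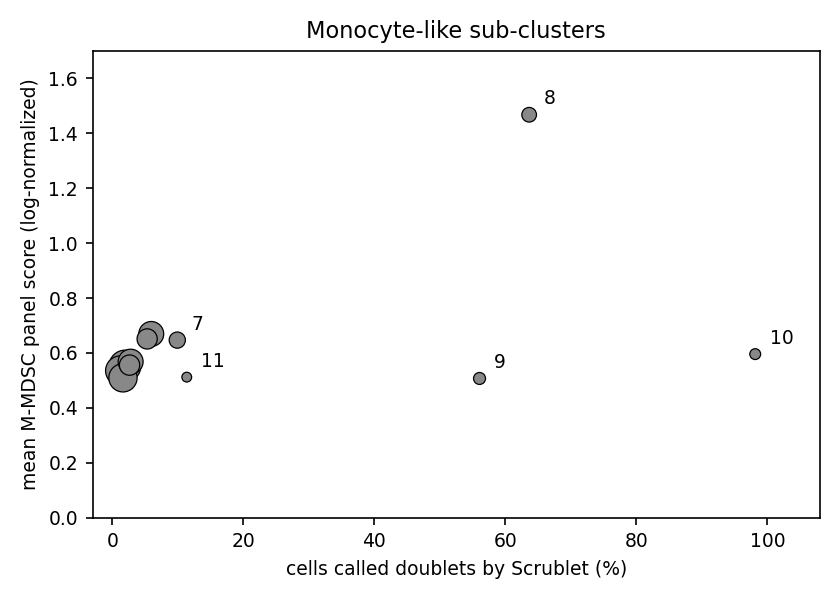
Monocyte-like sub-clusters by the share of their cells called doublets and their mean M-MDSC panel score over both libraries at full depth; the area of a point grows with its number of cells, and scores rest on log-normalized counts.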

There are notable differences in the M-MDSC population which also correspond to differences in transcriptomic profiles between the femur and the mandible (Figures 7D,E).

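Class II genes for antigen presentation were higher in the M-MDSC-like cells of mBM, with a ratio of 8.24 (95% CI 6.73–10.1) for their summed UMIs, but a single cell held 50.5% of the *Cd74* UMIs. Without that cell the *Cd74* ratio was 6.11 in place of 12.3. *H2-Aa* was seen in 6 mBM cells, and the top cell held 62.5% of its UMIs. *Apoe*, which encodes a lipid carrier of macrophages, was higher in mBM at 2.70 (95% CI 2.24–3.26), and *Csf1r*, the receptor gene for the monocyte growth factor M-CSF, had a log2 ratio of 0.84 from 84 and 45 UMIs. Panel genes of mature neutrophils were lower in mBM, with a log2 ratio of -1.58 for *Cxcr2* and -0.64 for *Retnlg*, whereas *S100a8* (-0.07) and *S100a9* (-0.11) were nearly level. The secondary and tertiary granule genes of these cells went the other way, 8 of 10 higher in mBM with a ratio of 1.17 (95% CI 1.14–1.196) for the sum. That sum rests mostly on cells called doublets. Not scaled for depth, granule UMIs per cell averaged 385 in fBM and 269 in mBM over all cells of the sub-cluster. In the 19 fBM and 17 mBM cells not called doublets they averaged 74.5 and 14.9. Those cells were shallow, with medians of 1610 and 1133 UMIs against 8213.5 and 2096 over the whole sub-cluster. The lower averages therefore do not show that they lack granule transcripts. *Gm5483* (chr16:36184212–36188111), a stefin A gene, had 123 UMIs in fBM, from 8 cells, and 0 in mBM, and its near-identical neighbours make the assignment of such reads uncertain. *Swi5* (-2.17) and *Mrpl30* (log2 ratio -1.82) were among the genes with the lowest ratios, and 16 of 19 genes of Fig. 7E, chosen by the study on these cells, were below fBM. Summed haemoglobin had a ratio of 6.23 (5.69–6.82) here as well, but 1 cell held 43.5% of the *Hbb-bs* UMIs, whose ratio of 7.11 was 4.01 without it. The median per cell was 6 and 12 haemoglobin UMIs, and with thinned cells the log2 ratio of the sum was 1.65 in place of 2.64. The comparison rests on 487583 fBM and 146035 mBM UMIs. With cells called doublets removed before clustering, the panel was highest in another and larger group of 122 fBM and 144 mBM cells, where the log2 ratio was -0.46 for *Cd74* and 0.13 for *Mrpl30*.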

**FIGURE 7:**
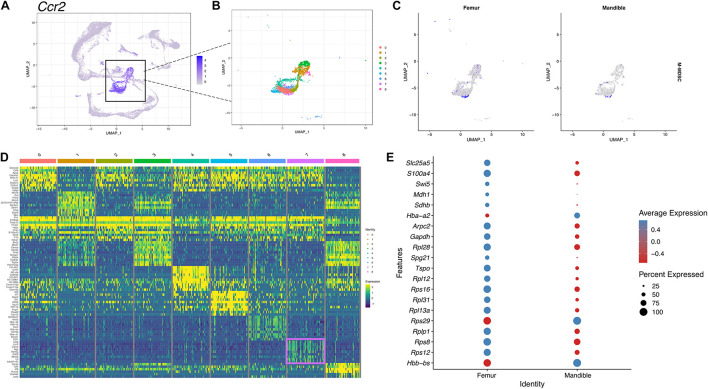
scRNA-seq of M-MDSCs in mBM reveals a transcriptional profile distinct from M-MDSCs in fBM. **(A)** M-MDSCs were identified as a subpopulation of the monocyte cluster marked by *Ccr2* expression. **(B)** The monocytic population was broken into nine distinct clusters. **(C)** Feature plots showing the M-MDSC composite score in femur and mandible. **(D)** The top ten most highly expressed genes in each cluster displayed in a heatmap showing expression on a log scale. The M-MDSC cluster seven genes are boxed in pink. **(E)** The top 20 differentially expressed genes in cluster 7 comparing the femur and mandible displayed in a dotplot, showing M-MDSC transcriptomic differences between the two anatomical locations.

To further identify PMN-MDSCs, we selected and displayed the neutrophil cluster expressing *Ly6g* gene in UMAP (Figure 8A). 12 different clusters were identified within the neutrophil population (Figure 8B). 

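Neutrophils separated into 9 sub-clusters, and 1 of them, sub-cluster 5, carried the alarm cytokine gene *Il1b* together with *Wfdc17*, *Fgl2*, *Sirpb1c* and *Ifitm1*. It scored highest on the panel of 17 PMN-MDSC genes, at 1.52. Sub-cluster 7, set apart by interferon-response genes, followed at 1.31 and sub-cluster 1 at 1.18, so the panel was not confined to 1 sub-cluster. Its 546 fBM and 397 mBM cells held little RNA, with medians of 1251 and 1073 UMIs against the 3374 and 2872 of all neutrophils, and 0.106% of them were called doublets. *Ly6g* was low in the sub-cluster at 118 and 80.8 CPM.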

PMN-MDSCs were identified in cluster 1 based on the expression of the PMN-MDSC gene panel described in the materials and methods (Figure 8C). In the feature map, in both fBM and mBM, the gene expression of PMN-MDSC was most enriched in cluster 1 (Figures 8B,C). 

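The PMN-MDSC panel, built from genes such as *Arg2*, *Clec4e*, *Cd84* and *Il1b* linked to neutrophils that suppress T cells, was near level between the bones. After thinning to 500 UMIs, with no cell left out, its mean over all neutrophils was 0.409 (SD 0.459 across cells) in fBM and 0.421 (0.473) in mBM, and 0.669 and 0.662 unthinned. Within sub-cluster 5 the thinned means were 1.18 and 1.17, and the unthinned means 1.56 and 1.47. Sub-cluster 5 took 11.2% of fBM neutrophils (95% CI 10.3–12.1%) and 14.7% of mBM neutrophils (13.4–16.1%), a ratio of 1.31 (95% CI 1.15–1.50). Of all cells it took 3.67% and 3.74%, a ratio of 1.02 (95% CI 0.892–1.16). That share was lower in mBM, with an interval that excluded no difference, at resolution 0.4 (log2 ratio -0.17) and 1.6 (-0.31), without integration (-0.31), with no filter on cells (-0.26) and with stricter filters (-0.39). The larger share among mBM neutrophils rests on the settings, since its log2 ratio of 0.39 was 0.00 with stricter cell filters, 0.08 without integration and 0.12 at resolution 1.6. The difference in panel score also changed sign, from 0.012 thinned to -0.008 at full depth.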

Consistent with the flow cytometry results in Figure 1A, the expression of PMN-MDSCs in mBM appeared to be lower (Figure 8C). 

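*Fgl2* (chr5:21372642–21378374), whose secreted product restrains T cells, reached 871 and 872 CPM in sub-cluster 5 of fBM and mBM, against 65.9 and 70.6 CPM over all neutrophils. A UMI of it was present in 38.1% and 35.8% thinned, 65.9% and 61.0% unthinned, of these cells (0.219% and 0.148% thinned, 1.14% and 0.444% unthinned, in B cells). *Mpeg1*, which encodes the pore-forming perforin-2 of phagocytes, read 618 and 640.2 CPM against 80.1 and 94.1, with a UMI in 27.3% and 26.2% thinned, 51.3% and 47.4% unthinned (B cells 0.920% and 0.593% thinned, 3.29% and 2.52% unthinned). *Sirpb1c*, a signal-regulatory receptor gene, read 423 and 321 CPM against 30.2 and 27.8, with a UMI in 21.1% and 17.4% thinned, 42.1% and 29.5% unthinned (B cells 0.0876% and 0.0494% thinned, 0.876% and 0.0988% unthinned). *Fth1*, the iron-storage ferritin heavy chain gene, was the most abundant of the group at 7082 and 6666 CPM against 1667 and 1735. It was less specific, with a UMI in 88.8% and 87.7% thinned, 97.3% and 97.7% unthinned, of sub-cluster 5 cells and 63.8% and 62.4% thinned, 96.9% and 92.3% unthinned, of B cells. Between the bones *Fgl2* had a ratio of 1.00 (95% CI 0.881–1.14), *Mpeg1* of 1.04 (95% CI 0.891–1.203), *Fth1* of 0.941 (95% CI 0.8998–0.985) and *Sirpb1c* of 0.759 (95% CI 0.619–0.927). Thinning was to 500 UMIs with no cell left out, at median depths of 1251 and 1073 UMIs in sub-cluster 5 and 1838 and 1498 in B cells.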

We identified genes highly expressed in the PMN-MDSC cluster (Figure 8D), including *Fth1, Fgl2, Sirpb1c*, and *Mpeg1*, which were not included in our PMN-MDSC gene panel. This analysis also allowed us to pick up nuanced differences in gene expression within the PMN-MDSC sub-cluster between the femur and the mandible (Figure 8E).

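In sub-cluster 5 the secondary and tertiary granule genes, which neutrophils transcribe while still maturing, were lower in mBM: 8 of 9 were below fBM at a median log2 ratio of -0.73, percentile 0 of random lists. The list was also lower in B cells (10 of 10, median -0.60) and monocytes (10 of 10, median -0.59), so it is no trait of sub-cluster 5 alone. *Camp*, the cathelicidin gene, had 489 UMIs in fBM and 105 in mBM, a ratio of 0.339 (95% CI 0.272–0.420), and *Ltf* and *Ngp* stood at log2 ratios of -1.46 and -1.16. Inflammatory genes leaned the other way, with 5 of 8 higher in mBM (median 0.22, percentile 95.1). In this list the chemokine gene *Ccl4* had a log2 ratio of 1.51 and *Il1b* a ratio of 1.28 (95% CI 1.18–1.38). Outside it, *Osm*, which encodes the bone-active cytokine oncostatin M, had a ratio of 5.10 (95% CI 3.12–8.64). Ribosomal protein genes were mostly lower (57 of 76, median -0.25), with *Rpl17* at -1.63, and mitochondrial transcripts mostly higher (8 of 11, median 0.34). *BC100530*, a stefin A gene of the panel, was lower at 0.217 (95% CI 0.138–0.329), while *Wfdc17* (0.61) and *Socs3* (0.58) were higher and 11 of 17 panel genes were lower. Of the genes of Fig. 8E, picked by the study on these cells, 9 of 20 were higher in mBM, among them *Actb* at 0.45 and *F630028O10Rik* at 0.93, with *Malat1* (-0.61) and *Btg2* (-0.80) lower. The higher ones included the enamel gene *Amelx*, with 1 and 80 UMIs in fBM and mBM. Its UMIs also lay in mBM cells of other classes, such as B cells (1 and 391 UMIs). With stricter cell filters the log2 ratio was -0.46 for *Il1b* and 0.22 for *BC100530*, the reverse of their main values. Haemoglobin had a summed ratio of 9.33 (95% CI 8.94–9.74) in these cells too, but the medians per cell were 3 and 6 UMIs, 84.8% of the mBM UMIs lay in the 10% of cells with most, and with thinned cells the log2 ratio of the sum was 2.36 in place of 3.22.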

**FIGURE 8:**
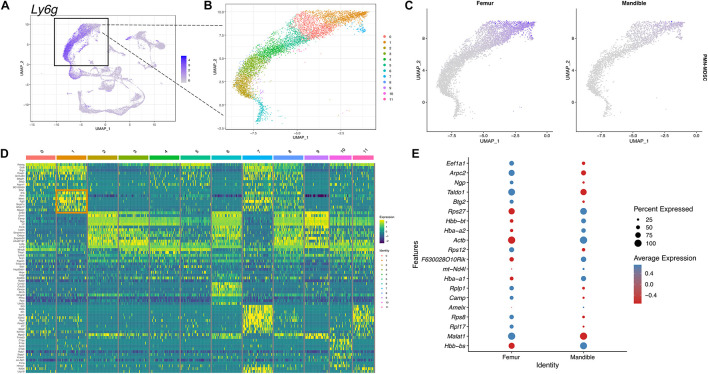
scRNA-seq of PMN-MDSCs in mBM reveals transcriptional profile distinct from PMN-MDSCs in fBM. **(A)** To identify PMN-MDSCs, the neutrophil cluster marked by *Ly6g* expression **(B)** was divided into 12 clusters. **(C)** A feature map of the PMN-MDSC composite genes show cluster 1 is enriched for PMN-MDSC genes. **(D)** Heatmap of the top 10 most highly expressed genes in each cluster. PMN-MDSC genes from cluster 1 are boxed in orange. **(E)** The top 20 differentially expressed genes in cluster 1 between femur and mandible displayed in a dotplot, showing PMN-MDSC specific transcriptomic differences.

## Discussion

Alveolar bone is the only osseous tissue continuously exposed to a complex array of microbial oral flora found within dental plaque biofilms. Indeed, periodontal homeostasis is maintained by a balanced host immune response to polymicrobial oral biofilms (Hathaway-Schrader and Novince, 2021). However, during disease states periodontal pathogenic microorganisms can penetrate the periodontal barrier to the reside in intimate contact with alveolar bone (Lamont et al., 2018). Therefore, the immune homeostasis of alveolar bone is more likely to be directly affected by microorganisms than any other osseous tissue. To highlight the need for alveolar bone to maintain homeostasis in this microbial laden microenvironment, stem/progenitor cells in the craniofacial region found in the mesenchymal compartment including dental pulp, periodontal ligament and alveolar bone have a higher osteoblastic capacity (Li et al., 2012). While other studies have suggested that neural crest-derived HSC harbor in the mandible (Jiang et al., 2016), in-depth studies of HSC have been lacking to better comprehend alveolar bone homeostasis in addition to understanding HSC in pathological conditions, including osteonecrosis and oral infection. The BM cell population may vary depending on the difference in developmental origin as well as the environmental niche. The differentiation and maturation of steady-state HPSCs is tightly regulated by intrinsic/extrinsic signals from a microenvironment called the niche. In this study, we found that immune cells in the mouse mandibular microenvironment have distinctive myeloid cell population differences with clearly different transcriptomic landscapes compared to femoral bone.

We observed that myeloid populations from murine mandibular bone marrow exhibit were consistently lower percentage of the total bone marrow population compared to long bone marrow myeloid cell populations. These data are consistent with published data indicating that monocytes (CD31^–^/Ly6C^*high*^) and myeloid blasts (CD31^+^/Ly6C^+^) were reduced in mBM (Faloni et al., 2011). Using flow cytometry to compare mandibular bone marrow and femur, we found that not only macrophage, but also M-MDSC populations, which are osteoclastic progenitors, are reduced in the mandibular bone. From scRNA-seq analyses, monocytes and neutrophils also showed lower percentages in mBM compared to fBM. The heterogeneity of myeloid cells between femur and mandible was additionally supported by detailed flow cytometry analysis of myeloid cell progenitor populations. Total GMP, a precursor of monoblast and myeloblast, was found in reduced percentage in mBM compared to fBM. Further analysis of macrophage progenitor (MP) populations indicated that this population was significantly reduced in the mandible compared to femur, indicating that the overall myeloid cell was deficient in mBM.

In this study, results between flow cytometry and scRNA-seq analyses were largely consistent except for observations made in the CMP population. Discrepancies in flow cytometry and scRNA-seq results have also been reported in previous study using bone marrow cells from healthy individuals (Oetjen et al., 2018). We suspect that the reason for these inconsistent results may be due to the small number within the CMP populations and the low number of distinct genes with overlapping transcriptional programs. This phenomenon is particularly likely to occur in cells from healthy mice that would not have expanded bone marrow populations due to infectious disease or tumor burden. Thus, fewer activated cells in this homeostatic system may limit the data set with fewer distinct differentiated cellular populations. Although most of the results were consistent, opportunities for further refinement should be highlighted as the use of single-cell technology expands.

Unexpectedly, we observed that M-MDSC isolated from the mandible had stronger immunosuppressive capacity than M-MDSC isolated from femur despite having fewer cellular percentage of this myeloid cell population. From a functional perspective, MDSCs isolated from normal healthy individuals have much lower immunosuppressive properties than those with pathological activation (Cheng et al., 2008; Huang et al., 2014; Heine et al., 2017). Although the mandibular bone is not a pathological condition *per se*, it is closer to a pathological condition than the femoral bone since the oral cavity is frequently exposed to foreign substances. As alveolar bone is bearing mechanical loads, whose force is two times higher than that of long bones (Ehrlich and Lanyon, 2002), coupled with a recent data indicating that mechanical stimulation promotes activation of myeloid-derived monocytes (Lin et al., 2021), implies that occlusal forces might lead to the difference of the immune microenvironment between alveolar bone and long bone. Thus, it is likely that M-MDSCs from mandibular bone are more activated and participating in immune surveillance, which may explain why M-MDSCs from mandible shows higher immunosuppressive capabilities than M-MDSCs from long bone. These data support an new and perhaps underappreciated function of MDSCs in the maintenance of alveolar bone homeostasis.

Myeloid-derived suppressor cells, as potent immunosuppressive cell populations, inhibit immune responses through complex mechanisms (Gabrilovich and Nagaraj, 2009; Ma et al., 2018; Consonni et al., 2019; Groth et al., 2019). The most widely accepted mechanism for MDSCs’ immunosuppressive ability by TGF-β, an immunosuppressive molecule, which can induce *Foxp3* expression in T cells (Chen et al., 2003; Fantini et al., 2004; Fu et al., 2004). Regulatory T cell also exhibits immunosuppression with various immunosuppressive molecules (Vignali et al., 2008). Based on this information, it is possible to postulate that mandibular M-MDSCs are more activated than in long bone M-MDSCs and induce regulatory T-cells by immunosuppressive molecules such as TGF-β to have stronger immunosuppressive properties. Indeed, we looked at mandibular M-MDSC transcriptomic profiles for *Tgfb* and other genes that would inhibit T-cell proliferation/function in our scRNAseq data set, but cell number and expression profile was too low to draw definitive conclusions (data not presented). This experimental limitation, due to number of mandibular bone M-MDSCs in healthy mice, necessitates additional studies to determine the immunosuppressive mechanisms within homeostatic mandibular bone.

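*Tgfb1* (chr7:25687002–25705077), the gene for the TGF-β form most made by blood cells, gave 100 UMIs in the 66 M-MDSC-like cells of fBM and 26 in the 33 of mBM. That is 205 CPM (95% CI 167–249) and 178 CPM (116–261). The ratio was 0.868 (95% CI 0.541–1.35), so no difference was detectable at this depth. Monocytes as a whole held more of it, 314 and 292 CPM, and B cells 333 and 319.6 CPM. A UMI was seen in 78.8% and 48.5% of M-MDSC-like cells (9.09% and 15.2% thinned to 500 UMIs, none left out), and in 8.84% and 8.66% of erythroblasts (thinned 1.47% and 1.14%). Median depth was 8213.5 and 2096 UMIs in fBM and mBM M-MDSC-like cells and 2058 and 4735 in erythroblasts. Among the genes for suppressive mediators, 3 of 7 with enough UMIs were higher in mBM (median log2 ratio -0.07), with *Lgals9* at 0.26, *Cybb* at 0.25 and *Stat3* at -0.21. Over all monocytes *Cd274*, the gene for the checkpoint ligand PD-L1, had 48 and 39 UMIs in fBM and mBM, a ratio of 1.87 (95% CI 1.19–2.91). The suppressive mediator genes as a list were not raised there, with 4 of 11 higher in mBM monocytes (median log2 ratio -0.03). *Foxp3* (chrX:7573644–7595245), the regulator that defines regulatory T cells, appeared in 25 of 339 fBM and 15 of 247 mBM T cells, 7.37% and 6.07% (2.06% and 2.83% thinned). Its level was 26.6 CPM (18.3–37.3) and 31.8 CPM (19.7–48.6), and 0.0438% and 0% of B cells held a UMI, at median depths of 3109 and 2375 UMIs in T cells and 1838 and 1498 in B cells.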

Several studies have shown that osteoclasts, including the dynamics of osteoclastogenesis, exhibit different characteristics between mandibular and long bone (Aghaloo et al., 2010; Faloni et al., 2011). In experiments to differentiate progenitor cells into osteoclasts, it was reported that progenitor cells within mandibular and long bone undergo distinct differentiation processes. When we examined differentially expressed genes in the two groups for the CMP and GMP clusters, we observed that mandibular bone marrow myeloid progenitor populations have distinct transcriptomic programs. 

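*Irf8*, the transcription factor gene that steers progenitors toward monocytes and away from granulocytes, was lower in mBM CMPs, with 483 and 104 UMIs in fBM and mBM and a ratio of 0.522 (95% CI 0.418–0.646), while in GMPs its log2 ratio was -0.07. *Irf8* also restrains osteoclast formation, and the osteoclast precursor genes as a list, *Irf8* itself among them, were near level: 3 of 7 were higher in mBM CMPs (median log2 ratio -0.11) and 7 of 11 in mBM GMPs (median 0.06). In this list *Itgb3*, the integrin that osteoclasts use to grip bone, had 39 and 32 UMIs in CMPs, a log2 ratio of 0.99. These few UMIs were not split by CMP sub-cluster, among them the sub-cluster with the megakaryocyte genes *Pf4* and *Itga2b*. In GMPs *Mitf* (0.73), *Nfatc1* (0.37) and *Acp5* (0.33) leaned higher in mBM and *Cx3cr1* (-0.39) lower. Among stem and progenitor transcription factor genes *Runx1* was higher in mBM CMPs (0.83), while *Meis1* (0.19) and *Gata2* (0.17) were near level. Interferon-response genes were lower in mBM CMPs without exception among those measured (9 of 9, median -0.50), with *Rsad2* at -1.41, while GMPs were near level (5 of 9 higher, median 0.00, percentile 27.8 of random lists of like expression). MHC class II genes were lower in mBM CMPs for 5 of 6 (median -0.57), but a few cells weigh much: without the cell that held 39.4% of *H2-Aa* UMIs its ratio of 0.404 was 0.666, and without its top cell that of *Cd74* was 0.827 in place of 0.621 and that of *H2-Eb1* 1.00 in place of 0.727. In mBM GMPs 5 of 6 were higher (median 0.24, percentile 88.9). Genes of DNA replication were lower in mBM CMPs (29 of 37, median -0.29), with *Prim1* at -1.35 and *Tyms* at -1.18, and in GMPs 22 of 38 were higher (median 0.10, percentile 79.9), near the median of all GMP genes at 0.08. The same kind of random lists placed the CMP medians at percentile 0.095 for interferon, 0.19 for class II and 0.02 for S-phase genes, but 33.1 for osteoclast precursor genes. The CMP values rest on 185 fBM and 101 mBM cells of 1 mouse, pooled over sub-clusters that were not compared one by one.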

Several differences in gene expression profiling suggest that there could be differences in the transcriptional program of these osteoclastic progenitors in homeostatic mandibular bone. Indeed, early stage osteoclast differentiation in mandibular bone showed more osteoclast-like cells compared to long bone with increased multinucleation with increased number of large osteoclasts having greater than 10 nuclei in alveolar bone, although no differences in resorptive capacity were noted (Faloni et al., 2011).

In summary, we provide reference data sets for cell populations in the mandibular bone compared to long bone by multiple cell analysis approaches. Our study provides the possibility that the nature myeloid directed immune response and cellular fate in both oral health and disease may be due to the myeloid heterogeneity of the mandibular bone. These studies indicate the mandibular bone has a distinct transcriptional landscape compared to femoral bone with MDSCs that exhibit a more immunosuppressive phenotype. This highlights the need to investigate site-specific immune response in mandibular bone marrow populations during both homeostasis as well as pathological conditions, including periodontitis. Through better appreciation of the unique myeloid lineage microenvironment in the mandibular bone, more precise immunomodulatory targets for the treatment of oral-specific diseases are envisioned.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE179152.

## Ethics Statement

The animal study was reviewed and approved by the Animal Care and Use Committee protocol from the University at Buffalo using ARRIVE guidelines.

## Author Contributions

KHK performed the experiments and wrote the manuscript. NL, JB, EK, and LZ performed the experiments and edited the manuscript. SA and KLK designed the concept and all of the experiments and edited the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

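The deposited data are the transcriptomes of single bone marrow cells from the femur and the mandible of the same male C57BL/6J mouse, 1 library per bone, aged 3 months by the labels and bought at 12 weeks by the paper's methods. The authors prepared 10x Genomics 3′ libraries, and per the submitters' notes used bcl2fastq 2.20.0.422, Cell Ranger 3.0.1 and Seurat 4.0.1 with the mm10 genome, whereas the paper names later versions of Cell Ranger. The values in the deposited files are raw UMI counts per gene and barcode, made by the authors with Cell Ranger and already limited to barcodes called as cells, with no normalization, so empty droplets were not used here, and the profile of free RNA was taken as that of all UMIs of a library, scaled to the haemoglobin of each class. All columns of the deposited tables were used.

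Barcodes with fewer than 200 or more than 6000 genes, or with more than 15% mitochondrial UMIs, were removed as in the paper. Counts were processed with Seurat 5.3.0 in R 4.3.3: scaling to 10000 per cell with a log transform, as in the paper, then 2000 variable genes, anchors from canonical correlation analysis, 30 components, 20 neighbours and resolution 0.8, settings the paper does not state. Doublets were scored per library by Scrublet in scanpy 1.11.5 with an expected rate of 10% and kept in the main values. It called 1155 fBM and 502 mBM cells. Sums, intervals and lists were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, figures with matplotlib 3.10.9 and the TMM alternative with edgeR 4.0.16.

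Each cluster took the name of the cell type with the highest mean log2 score over its markers. The score of a gene was its CPM in the cluster plus 10 over its median CPM across clusters plus 10. A type needed at least 3 markers that were detected in 20% of cells and had a log2 score of at least 1. Among types within 1 of the best score, the one with more markers among the 10 leading genes was taken. Clusters with over 25% called doublets were called mixed, and those with a median depth under 1/3 of their library's low-UMI. These last thresholds were set after the clusters had been seen. Monocytes, neutrophils, progenitors, macrophages and stromal cells were clustered again, and the sub-cluster of at least 20 cells with the highest mean of the paper's M-MDSC panel (10 genes) or PMN-MDSC panel (17 genes) was taken as the M-MDSC-like or PMN-MDSC-like group. Cell cycle phases used Seurat's S and G2M genes with cells thinned to 1000 UMIs, and scores and shares of cells with a UMI were thinned to 500 UMIs.

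Genes were named by a rule written before the data were examined, except that the paper's figures had been seen: every gene the paper names in its text, panels and Figs. 4, 6B, 7E and 8E, in each class the 8 highest and 8 lowest ratios among genes with at least 50 UMIs over both libraries, a ratio of at least 1.5 either way and an interval that excludes 1, and in each list the members that differ most. Immunoglobulin and T cell receptor segments were left out. A minimum of 20 UMIs and none were the alternatives. Gene lists were fixed at the same time (haemoglobins, ribosomal proteins, mitochondrial transcripts, primary granule, secondary and tertiary granule, immediate early, interferon response, MHC class II, inflammatory, immunosuppressive, osteoclast precursor, S-phase and G2M genes, with the paper's own panels and figures), and each list's median ratio was set against 10000 random lists matched in 20 bins of expression. The percentile is a description and no p-value, since genes of a list move together. Where 1 cell held much of a gene's UMIs, its share is given with the ratio without that cell.

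Cells of 1 library are no replicates, so no p-value or number of changed genes was computed, and with 1 library per bone a difference between bones cannot be told from a difference between the preparations, which by the paper's methods were flushed from the femur and centrifuged out of the mandible. Intervals are 95% and exact: Clopper-Pearson for shares of cells, Poisson for CPM and conditional binomial for ratios. The kept cells held 83857213 fBM and 49139370 mBM UMIs. Coordinates are from the GENCODE annotation of GRCm38 (mm10), and each of 261 genes looked up was found.

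The rule was tested on simulated data, counts drawn from 1 common profile at the observed totals with 200 genes changed. In GMP-like cells it called 89.8% of genes changed to 0.5 of their level, 98% of those raised to 2 times and 1.20% of unchanged genes. In neutrophils these were 96%, 92% and 1.02%, and in the M-MDSC-like group 75.6%, 80% and 2.81%. The simulation held counting error only, with no spread between cells and no difference in the mix of sub-clusters. In the data more genes may pass the rule for those reasons. The alternatives were other resolutions (0.4 and 1.6), 20 components, no integration, no filter on cells, at least 500 genes with at most 10% mitochondrial UMIs, removal of doublets, leaving erythroid cells out of the denominator, scores at full depth, as a share of UMIs and without a pair of panel genes, TMM factors, totals without haemoglobin, ribosomal and mitochondrial genes, thinned cells, and subtraction of free RNA. Flow cytometry and cell culture were not analysed here. The paper's tests across cells, its scCATCH names and its projections were left out, because cells are not replicates and the settings behind the names and projections are not given.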

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

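Chosen only after the result was seen were the tests of free RNA without macrophages, of the summed haemoglobin UMIs, of free RNA from neutrophils and of shared barcodes with unequal depth.

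*Amelx*, the gene for the main protein of growing enamel, gave 89168 UMIs over all mBM barcodes and 98 over all fBM barcodes. The paper's text does not discuss dental genes, but *Amelx* is among the genes of its Fig. 8E. At least 1 *Amelx* UMI lay in 1999 mBM barcodes (13.9%) and in 16 fBM barcodes. *Ambn*, a second enamel matrix gene, followed with 21349 mBM and 59 fBM UMIs, and the dentine gene *Dspp* with 101 and 0. Genes of osteoblasts were higher as well, with 1575 mBM and 112 fBM UMIs of *Col1a1* and 708 and 66 of *Bglap*, and the skeletal muscle gene *Acta1* gave 217 and 8. The cells that held the enamel genes at depth formed stromal sub-cluster 3, with 16 mBM cells and 0 fBM cells, and a group seen in 1 library alone can be a trait of that library. Barcodes with fewer than 200 genes were another signal outside the paper's counts: 3397 in mBM and 629 in fBM, mostly haemoglobin.

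Haemoglobin UMIs in cells that are not erythroid were higher in mBM than in fBM, and the median per GMP-like cell had a ratio of 3.76. Against free RNA as the whole source in each of 11 classes stands the spread of this ratio, from 2 to 10, whose highest value in macrophages was 5 times the lowest, and against erythroid doublets as the source in each cell stands that 99.9% of mBM cells of these classes held a haemoglobin UMI. Without macrophages, which take up red cells and of which 38 in mBM and 23 in fBM lay in a sub-cluster with a median of 69.5% haemoglobin UMIs, the highest ratio was 1.88 times the lowest, so free RNA from erythroid cells may account for the median in the other 10 classes. The summed UMIs are another matter, since 94.3% of them lay in the 10% of mBM cells with most, which is consistent with some droplets that hold an erythroid cell beside another cell. Transcription in the mBM progenitors themselves stays open and untested by other means, because their ratio was between 1.19 and 1.67 times that of B and T cells, on both sides of the bound of 1.5 set for it.

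The monocyte sub-cluster with the highest M-MDSC panel score was rich in secondary and tertiary granule transcripts, and 71.2% of its fBM cells were called doublets. Free RNA is argued against as the source, because it would bring haemoglobin too, and the median of haemoglobin UMIs per cell was only 1.2 times that of other monocytes in fBM (95% bootstrap interval 0.8 to 1.4) and 0.857 times in mBM. For granule UMIs the ratios were 7.45 and 10.5. These are ratios of means per cell, not scaled for depth, so they are not the same measure as the ratios of medians. Droplets that hold a monocyte and a neutrophil stay a candidate source, since with called doublets removed before clustering the highest score of any monocyte sub-cluster was 41.6% of its former value, although the calls themselves rest on mixed transcripts and would also remove a true mixed state. A monocyte state that transcribes neutrophil genes cannot be told apart from this. The cells not called doublets held 0.280 and 0.253 times the median UMIs of other monocytes in fBM and mBM, below the bound of 1.2 set for such a state. Their mean granule UMIs per cell, not scaled for depth, were 1.44 and 0.578 times those of other monocytes, so they were not low for the depth of these cells. But these cells numbered only 19 and 17, fewer than the 20 asked of a group, a minimum applied here after the values were seen.

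Cell barcodes present in both libraries numbered 480, 409 of them kept cells on both sides, and no biological explanation was tested for them. Chance overlap is argued against, because both cells fell in the same class for 35.2% of pairs, above the 15.6% to 28.4% of 1000 random pairings, a result that is consistent with reads assigned to the wrong library. Among the 221 pairs whose depths were more than 8 times apart, the share was 81.0% when low-UMI clusters were counted with the class they resemble, against 33.9% to 49.3% at random. These pairs joined a deep cell to a shallow one in either direction, 109 with the fBM cell deeper (medians of 39355 and 575 UMIs) and 112 with the mBM cell deeper (26369 and 569.5). A further 165 shared barcodes had depths within 2 times, with medians of 679 and 585 UMIs. Of low-UMI GMP-like cells, 25.0% in fBM and 53.0% in mBM carried a shared barcode of any kind. For 85 barcodes both cells were low-UMI GMP-like. A low-UMI GMP-like cell was paired with a GMP-like cell over 8 times as deep for 37 barcodes in fBM and 22 in mBM. Some low-UMI GMP-like cells may therefore be copies of deep cells of the other library.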

How the results depend on the processing

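Chosen only after the data were seen were the alternatives that left out the haemoglobin genes from the variable genes for shares, and the barcodes present in both libraries, the rule that an alternative gives a value for a gene only with at least 10 UMIs in 1 library, and the factor of 1.5 beyond which a score counts as moved.

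Values are log2 ratios of mBM over fBM, or differences in score. Across the alternatives set in advance the shares kept their direction: erythroblasts 0.77 to 1.73, B cells 0.017 to 0.56, neutrophils -0.70 to -0.20, monocytes -0.65 to -0.15, CMPs -0.73 to -0.22 and GMPs -0.59 to -0.08. The interval of the B cell share included no difference with no filter on cells, and that of the CMP share with 20 components, with stricter filters and without erythroid cells. The interval of the GMP share, which included no difference in the main setting, excluded it with 20 components, without integration, with no filter and with shared barcodes removed. Summed haemoglobin stayed higher in mBM in GMP, CMP, M-MDSC and PMN-MDSC, and the number of clusters stayed within 1.5 times 31. The values that follow moved by more than counting error, and the cause was not tested.

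With no filter on cells the neutrophil share was -0.70, the monocyte share -0.65, the B cell share 0.017, the erythroblast share 1.73, the GMP share -0.59, and of all cells the M-MDSC cluster was -1.36 and the PMN-MDSC cluster -0.26. With stricter filters (at least 500 genes, at most 10% mitochondrial UMIs) the monocyte share was -0.18, the B cell share 0.56, the erythroblast share 0.77, the PMN-MDSC cluster share 0.0021, or -0.39 of all cells, and the PMN-MDSC score -0.012. Haemoglobins under these filters were 3.27 in GMP, 2.51 in CMP, 4.97 in M-MDSC and 3.29 in PMN-MDSC. With erythroid cells left out of the denominator the neutrophil share was -0.20, the monocyte share -0.15 and the B cell share 0.48.

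Each alternative picks its own sub-cluster by the panel, so the MDSC groups are not the same cells throughout. Merged without integration, the M-MDSC cluster share was 0.82, or 0.50 of all cells, the PMN-MDSC cluster share 0.082, or -0.31 of all cells, and haemoglobins 3.08 in GMP, 2.55 in CMP, 3.14 in M-MDSC and 2.73 in PMN-MDSC. With doublets removed the M-MDSC cluster, then 122 fBM and 144 mBM cells against 66 and 33, had a share of 0.88, or 0.68 of all cells, the PMN-MDSC score 0.0044, and haemoglobins 3.28 in GMP, 2.91 in CMP, 4.04 in M-MDSC and 2.75 in PMN-MDSC. The PMN-MDSC cluster share was 0.20 at resolution 0.4, or -0.17 of all cells, and 0.12 at resolution 1.6, or -0.31 of all cells. At full depth the PMN-MDSC score was -0.0077, and without S100a8 and S100a9 the M-MDSC score was -0.028. With TMM factors haemoglobins were 3.07 in GMP, 2.67 in CMP and 2.501 in M-MDSC, and with thinned cells 3.05 in GMP, 2.47 in CMP, 1.65 in M-MDSC and 2.36 in PMN-MDSC.

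The alternatives gave 1548 values for named genes and for summed haemoglobins or ribosomal proteins. Of these, 1126 stayed within counting error, 397 moved and 25 changed sign from a main value whose interval excluded no difference. Changes of sign from a main value whose interval included no difference are not among the 25. The medians of the gene lists were not recomputed under any alternative. Among these 25, the sign changed for ribosomal proteins in GMP (-0.10 with TMM factors, -0.0032 thinned, -0.0091 with stricter filters) and in B cell (-0.011 with TMM factors, -0.048 with doublets removed), for Ifitm3 in GMP (0.33 with doublets removed), Nrgn in CMP (-0.19 thinned), Serpinb1a in CMP (0.14 thinned) and Ms4a3 in CMP (-0.075 with stricter filters). Subtracting the free RNA profile changed it for Alas2 in GMP (-1.88), Retnlg in CMP (4.88), S100a9 in CMP (0.28), Amelx in neutrophil (-0.97) and ribosomal proteins in PMN-MDSC (0.010). Removing doublets changed it in M-MDSC for Cd74 (-0.46), Mrpl30 (0.13), Mrpl14 (0.44), Mdh1 (0.40), Spg21 (0.067) and Rpl31 (0.025). In PMN-MDSC it changed with stricter filters for BC100530 (0.22), Il1b (-0.46) and Dusp1 (-0.18), and without integration for Srgn (0.054) and Fth1 (0.014).

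Subtracting free RNA gave no value for haemoglobins, whose level sets the profile, nor for erythroblasts, and leaving haemoglobin, ribosomal and mitochondrial genes out of the totals gave none for those sums. Conventional dendritic cells were not found at resolution 0.4, without a filter on cells, nor with shared barcodes removed, and mesenchymal cells not at resolution 0.4. No paired analysis was possible because 1 mouse gave 1 library per bone. Depth limits the M-MDSC cluster most, where a ratio of 0.5 passed the rule for named genes in 75.6% of simulated genes and a ratio of 2 in 80%.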

Differences from the paper's values

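The paper's rank tests on single cells took cells as replicates, and none is repeated here. Choices here that stand against the paper's counts were set before the data were examined, apart from the thresholds for naming clusters.

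The paper reports 19 clusters, and 31 were found here. At resolution 0.4 the number was 23, within 1.5 times the paper's, and the other alternatives gave 30 to 42.

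B cells were about 6.8% of fBM and about 9.6% of mBM in the paper's Fig. 5B, read by eye, and 15.3% and 19.1% here, under a wider name that includes pro-B, pre-B and mature cells. Each alternative differed from the paper's value as well. Macrophages were about 1.9% of fBM and about 2.6% of mBM in the paper's Fig. 5B, read by eye, and 1.03% and 1.09% here. With doublets removed the fBM value was 1.35%, within 1.5 times the paper's, and the other alternatives for fBM and each alternative for mBM differed. Dendritic cells were about 6.2% and about 6.6% in the paper's Fig. 5B, read by eye, against 0.854% and 0.837% for conventional dendritic cells here. They were not found at resolution 0.4 nor without a filter on cells, and each alternative that found them differed. Mesenchymal stem cells were about 2.6% of fBM and about 0.9% of mBM in the paper's Fig. 5B, read by eye, against 0.148% and 0.179% for mesenchymal cells and osteoblasts here. They were not found at resolution 0.4, and each alternative that found them differed. The names here were rebuilt from marker lists, and the paper's own name for each cell was not used.

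In its Fig. 8C the paper describes PMN-MDSC expression as appearing lower in mBM. Here the thinned panel score was 0.409 in fBM and 0.421 in mBM neutrophils, and sub-cluster 5 took 11.2% and 14.7% of neutrophils. The score was lower in mBM at full depth, where the difference was -0.008, and with stricter cell filters, where it was -0.012. As a share of all cells the sub-cluster was lower in mBM at resolution 0.4 (-0.17), at resolution 1.6 (-0.31), without integration (-0.31), with stricter filters (-0.39) and with no filter on cells (-0.26), as log2 ratios.

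The paper divides the monocytes into fewer sub-clusters than the 12 found here, and the alternatives gave 7 to 18. Fig. 6B draws *Gata2* as lower in mBM CMPs, and here its log2 ratio was 0.17 with a 95% interval of the ratio from 0.916 to 1.37. Each gene drawn in Figs. 7E and 8E had here, in the main setting, the direction drawn there. The study picked those genes on these same libraries, so the match is no independent support. With doublets removed, *Mdh1*, *Spg21* and *Rpl31* of Fig. 7E changed sign in the M-MDSC-like group. The directions the paper gives for B cells, monocytes, neutrophils and CMPs were found here as well, again on the same libraries.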

Other observations

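Neutrophils of mBM, with the class of dividing early neutrophils left out, held more transcript of genes for inflammatory signals. Of these genes 8 of 11 were above fBM, with a median log2 ratio of 0.33, at percentile 99.9 of random lists of like expression. Their summed UMIs differed less, at 1079 and 1166 CPM in fBM and mBM, a ratio of 1.08 (95% CI 1.06–1.11). *Ptgs2*, the inducible prostaglandin synthase gene, had a log2 ratio of 1.31 from 36 and 41 UMIs, the chemokine genes *Cxcl2* and *Ccl4* 0.90 and 0.83, and *Il1b* a ratio of 1.41 (95% CI 1.32–1.51). Sub-cluster 5, which is rich in *Il1b*, took 11.2% of fBM and 14.7% of mBM neutrophils, and within it the *Il1b* ratio was 1.28 (95% CI 1.18–1.38). Both depend on the settings: with stricter cell filters the log2 ratio of the share was 0.0021 and the *Il1b* difference reversed. Genes induced by interferon were lower in the same cells (12 of 14, median -0.35), with *Ifit1* at -1.26 and *Ifit3* at -1.17, and a neutrophil sub-cluster led by such genes, with 30.4% called doublets, held 60 fBM and 9 mBM cells, while another, with no called doublets, held 56 and 35. The genes of tissue handling and early stress response, such as *Fos* and *Jun*, were mostly lower as well (8 of 11, median -0.36), so the inflammatory genes did not move with them. In monocytes 3 of 8 inflammatory and 8 of 14 interferon genes were higher, with no common direction, while *Tnfrsf11a*, which encodes the RANK receptor for the osteoclast signal RANKL, had a log2 ratio of 0.56 and the M-CSF receptor gene *Csf1r* 0.29. Osteoclast precursor genes as a list stood at 10 of 16 higher in mBM monocytes (median 0.06, percentile 83.9).

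Erythroblasts of mBM held more haemoglobin transcript: haemoglobin took 440323 CPM in fBM and 694947 CPM in mBM, and none of 78 ribosomal protein genes was higher in mBM (median -1.39). *Mki67* read 1432.5 CPM in fBM and 691 CPM in mBM erythroblasts. CPM are shares of a total, so more haemoglobin lowers the values of all other genes. The median log2 ratio over all genes was -1.05, and how much of it haemoglobin accounts for was not computed. Against that level the G2M genes lay higher than most, at a median of -0.62 with 4 of 51 above 0. B cells had 13 of 38 S-phase and 20 of 51 G2M genes higher in mBM, 1 of 7 MHC class II genes higher (median -0.23) and *Tnfaip3*, a brake on NF-κB signalling, at 0.79. This class pools pro-B, pre-B and mature cells, whose mix differed between the bones, and these genes were not compared by stage.

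Mitochondrial transcripts were higher in mBM for 10 of 13 in neutrophils, 4 of 13 in monocytes, 5 of 13 in GMP-like and 6 of 13 in CMP-like cells. The M-MDSC panel as a list had a median log2 ratio of -0.87 over all monocytes and -0.75 over B cells, and the PMN-MDSC panel 0.11 over all neutrophils. Immunosuppressive mediator genes stood at 7 of 10 higher in GMP-like, 3 of 8 in CMP-like, 4 of 10 in PMN-MDSC-like cells and 4 of 11 in monocytes. *Amelx* UMIs were spread over mBM cells that do not make enamel, with 587 in monocytes, 610 in neutrophils and 544 in erythroblasts, so its place among genes higher in mBM in the PMN-MDSC-like cells (1 and 80 UMIs in fBM and mBM) does not set those cells apart.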
